A study of Hydra vulgaris with 5 samples.

How the data were processed

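Single-cell libraries of the freshwater polyp Hydra vulgaris were measured by droplet sequencing of transcript 3′ ends on the Bio-Rad SureCell system. The labels describe cells dissociated with the protease Pronase E. There were 5 libraries: 2 of hypostome, the mouth-bearing tip of the head, and 1 each of tissue regenerating a hypostome at 0, 4 and 12 h. The deposited tables hold whole-number counts per gene and cell barcode, with no normalization by the authors. The labels do not say whether the counts are molecules or reads, which aligner, genome build and gene annotation were used, or how barcodes were chosen. The table names say that mitochondrial genes were left out, and 2 entries carried the name of a mitochondrially encoded gene. The tables list 46156 entries under 42988 identifiers, 2474 of which occur more than once, and entries were kept apart. Gene names are the descriptions in the tables, since 0 of the identifiers occurred in the gene table at hand. No coordinates are given, because the genome build is not stated. Of the entries, 1585 fell in 491 groups with identical counts in every barcode.

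Barcodes with at least 200 detected genes were used, which kept 5456 of 13993. Counts were summed over these barcodes within each library. The libraries then held between 55274 and 2495372 counts. Intervals for shares are exact binomial intervals (Clopper-Pearson, 95%), and intervals for ratios are exact conditional binomial intervals at the same level. Where a count was 0, a floor of 3 counts gave the limit. Intervals and floors cover counting error only, and would be too narrow if the counts are reads.

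The hypostome libraries were compared with the 3 regenerating libraries by the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the summed counts, with TMM scaling, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The time points are not replicates of each other, so differences in time enter the spread, and the fit has 3 residual degrees of freedom. Fold changes are shrunk by the prior count of edgeR, and the standard error is the fold change divided by the square root of the F statistic. A list of 35 candidate names from head regeneration, fixed before the data were examined, was tested in the same fit. Name patterns that caught unrelated genes were removed from the list after the tables had been seen and before the list was tested. The same test was run on counts summed within a cluster with at least 20 barcodes in every library.

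Barcodes were clustered with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9): counts per 10000, log1p, 2000 variable genes chosen per library, 30 principal components, 15 neighbours and Leiden resolution 0.8. A cluster took the name of a class when at least 3 markers of that class were at least 4-fold higher than in the other barcodes, after adding 20 CPM (counts scaled to the same total per library or cluster), and at least 2 stood among its 10 leading genes, more than for any other of the 6 classes. The marker names were fixed before the data were examined, but these naming limits were set afterwards. Doublets were called with scrublet at an expected rate of 0.06, and the 39 called barcodes were kept. Shares were compared between tissues by an exact permutation test over the 10 splits of the libraries, two-sided, which cannot give a p below 0.1.

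Each time point has 1 library, so no test between time points was run. Ratios of CPM at 4 h and 12 h over 0 h were computed for genes with at least 50 counts over both libraries, with each count raised to 3 where it was lower, and genes at least 4-fold different were counted and ranked by this ratio. For a named gene with 1 to 3 counts in a library, the ratio of the raw counts is printed with its interval beside the ratio used for ranking. Distances are root mean square differences of log2 CPM, with 5 added, over genes with a mean of at least 20 CPM, after thinning every library to 55274 counts. Genes are named by a rule set before the data were examined: in the tissue comparison the 5 largest changes each way among genes past the threshold with a mean of at least 20 CPM and no overlap between the tissues, in each time comparison the 5 largest ratios each way, and candidates with at least 20 CPM in any library. Genes named outside this rule are identified as chosen after their values were seen.

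Alternatives fixed before the data were examined were DESeq2 1.42.0, limma 3.58.1 on log2 mean values per 10000 with 0.1 added, library totals in place of TMM, no gene filter, a filter of 20 CPM in at least 2 libraries, a model with 1 term per time point, thinning, all deposited barcodes, barcodes with at least 500 genes, and leaving out each library. The filter of 20 CPM was meant to be stricter but let more genes through than the default. For the time comparisons they were TMM factors, minimums of 100 and 20 counts and a 2-fold threshold. For clusters they were resolutions of 0.5 and 1.5, 15 components, centring within each library and removal of doublets. For distances they were no thinning, 1 in place of 5 added and a mean of 100 CPM. Chosen after seeing the data were leaving out the entry MSTRG.22171, counting identical entries once, leaving out reverse transcriptase and transposon entries, barcodes with at least 1000 counts for shares, leaving out each library among barcodes with at least 500 genes for shares, and all barcodes, TMM factors and leaving out MSTRG.22171 for distances.

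The procedures were tested on simulated data made from the summed counts with 200 genes changed 8-fold. In the tissue and cluster simulations every gene had the same spread between libraries, estimated with all 5 libraries. The changed genes were taken from those that pass the edgeR filter. In the tissue comparison edgeR recovered 126 of them with 1 false call over 3035 genes tested, and DESeq2 recovered 125 with 5 false calls over 29377. Within the cluster edgeR recovered 125 with 3 false calls over 601 genes. Without the 12 h library edgeR recovered 0 of the 200 over 9044 genes. The ratio at 4 h recovered 200 with 0 false calls over 5598 genes, and that at 12 h recovered 175 with 1 false call over 3094 genes. These time simulations drew both libraries from 1 pooled profile with counting error only, and changed only the more abundant genes. They therefore cannot show how many false calls differences between single libraries would give.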

Results

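Hydra regrows its head after cutting, and the libraries set the hypostome beside tissue regenerating one at 0, 4 and 12 h. Gene expression was measured as counts per gene and cell barcode in 2 hypostome libraries and in 1 library per time point, so no value of a single time point has a replicate. Hypostome 1 held 1008 barcodes and 362790 counts, hypostome 2 held 2390 barcodes and 833107 counts, the 0 h library 2946 barcodes and 1577654 counts, the 4 h library 3238 barcodes and 2713553 counts, and the 12 h library 4411 barcodes and 935357 counts. The median count per barcode was 251 in hypostome 1, 270 in hypostome 2, 415 at 0 h, 714 at 4 h and 201 at 12 h.

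**Figure D1:**
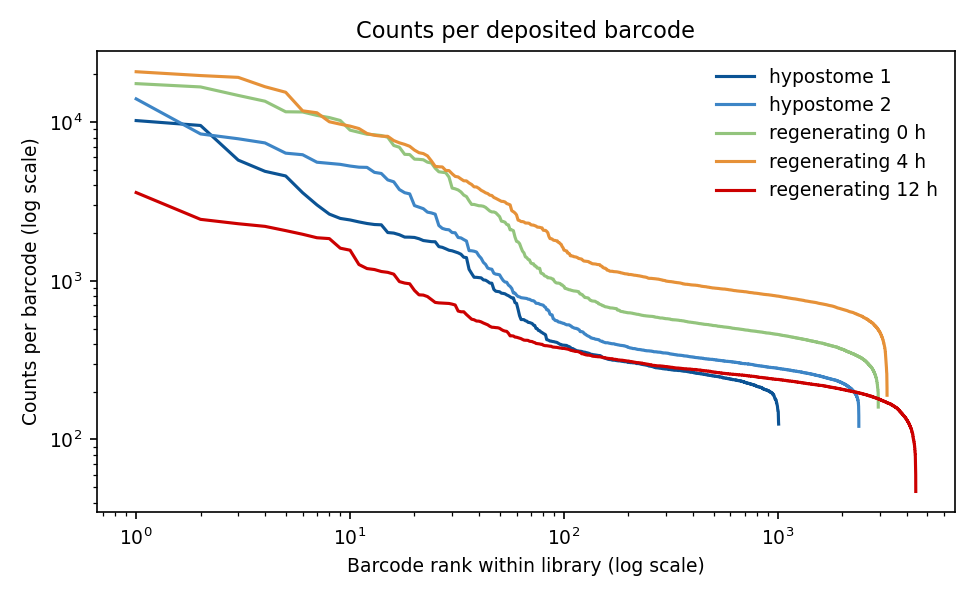
Counts per deposited barcode against the rank of the barcode within its library, both on log scales, with 1 line per library. Every line falls steeply and then runs along a long shelf of low barcodes, and the 12 h line starts lowest, at 3602 counts.

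Few barcodes were deep. Barcodes with at least 200 detected genes numbered 110 of hypostome 1, 168 of hypostome 2, 2332 at 0 h, 2782 at 4 h and 64 at 12 h. The main comparisons leave out the barcodes below that limit. These held 62.3% of hypostome 1 counts, 72.3% of hypostome 2, 11.7% at 0 h, 8.04% at 4 h and 94.1% at 12 h. Barcodes with at least 500 genes numbered 42, 50, 94, 111 and 13 in the same order. The filter therefore kept very different parts of the libraries, and every comparison below carries that difference. With each used barcode thinned to 200 counts, the median number of genes was 147.5 and 136 in the hypostome libraries, 133 at 0 h, 96 at 4 h and 137.5 at 12 h.

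Single entries took large parts of some libraries. MSTRG.22171 held 5.31% (interval 5.20 to 5.43) of the used counts of hypostome 1, 7.37% (7.26 to 7.48) of hypostome 2, 13.1% at 0 h, 35.6% (35.6 to 35.7) at 4 h and 4.63% (4.46 to 4.81) at 12 h. Reverse transcriptase and transposon entries held 13.001% (12.7 to 13.3) of the used counts at 12 h and between 0.704% and 1.64% in the other 4 libraries.

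**Figure D2:**
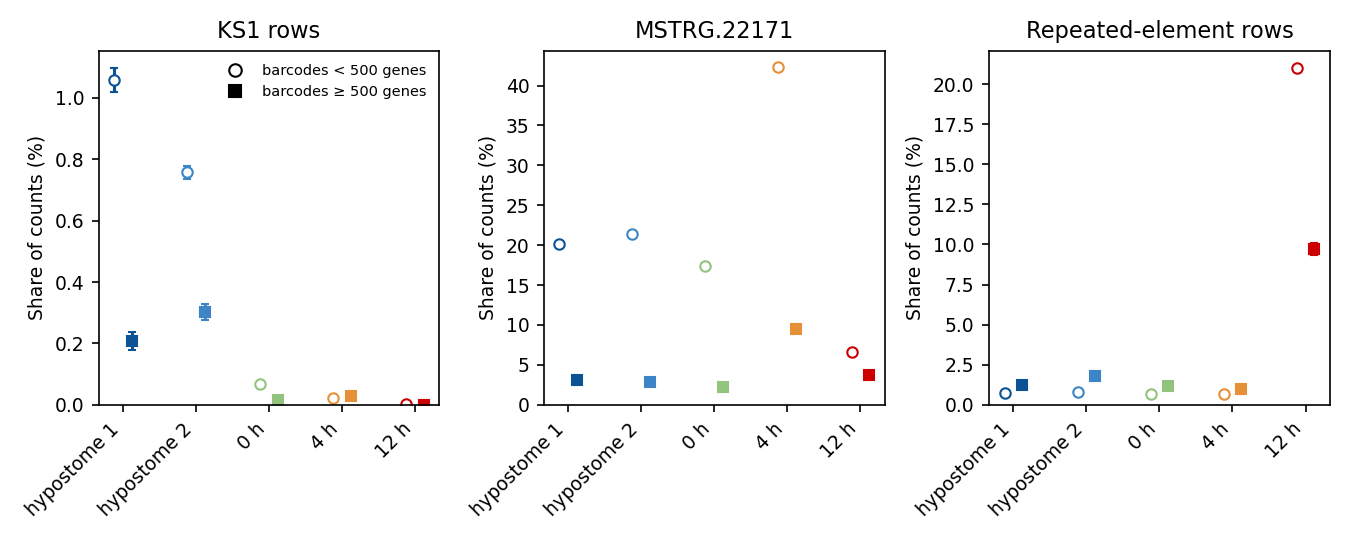
Share of counts, in percent, held by the KS1 and KS1-like entries, by MSTRG.22171 and by repeated-element entries, in each library, for barcodes under 500 genes (open circles) and with at least 500 genes (filled squares), with exact 95% intervals for counting error. MSTRG.22171 reached 42.3% in the low barcodes at 4 h, and repeated elements 21.0% in the low barcodes at 12 h.

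Cell composition was compared between the hypostome and the regenerating libraries. Clustering gave 7 clusters, of which 1 met the naming limits, as nematocyte lineage-like, the lineage of the stinging cells, with 11 markers at least 4-fold higher. The median count per barcode of this cluster was 2.44 times that of the libraries it came from, so its share can follow barcode depth as well as cell composition. It held 13 of 110 barcodes in hypostome 1 (11.8%, interval 6.45 to 19.4), 15 of 168 in hypostome 2 (8.93%, 5.08 to 14.3), 25 of 2332 at 0 h (1.07%, 0.695 to 1.58), 38 of 2782 at 4 h (1.37%, 0.968 to 1.87) and 0 of 64 at 12 h, which allows a share of up to 4.69% by the floor of 3 and up to 5.60% by the exact interval. The mean share was 9.56 percentage points higher in the hypostome (exact permutation p = 0.1, the smallest that 10 splits allow, adjusted p = 0.35 over 7 clusters). With all libraries, centring values within each library moved it most, to 15.998 points. With at least 1000 counts per barcode it was 13.3 points (exact permutation p = 0.2). In a clustering of the barcodes with at least 500 genes the difference was 6.46 points (exact permutation p = 0.7). There the shares were 7 of 42, 8 of 50, 16 of 94, 14 of 111 and 0 of 13, with overlapping intervals. Without the 12 h library that difference was 1.52 points, the largest move of any setting, and the 0 h share, 17.0%, was above both hypostome shares, 16.7% and 16%. That clustering also named a gland cell-like and a neuron-like cluster. An unnamed cluster there had 9 endodermal epithelial markers at least 4-fold higher and 1 among its leading genes. It held 6 of 42, 17 of 50, 9 of 94, 13 of 111 and 0 of 13 barcodes. Its difference was 17.0 points (exact permutation p = 0.1, the smallest possible, adjusted p = 0.267 over 8 clusters). Another unnamed cluster held 12 of the 13 barcodes at 12 h. The neuron-like cluster held 7 of 42 and 4 of 50 hypostome barcodes, 4 of 94 at 0 h, 8 of 111 at 4 h and 0 of 13 at 12 h, a difference of 8.51 points (exact permutation p = 0.1, the smallest possible, adjusted p = 0.267 over 8 clusters) with overlapping intervals. The gland cell-like cluster held 2 of 42, 4 of 50, 20 of 94, 23 of 111 and 0 of 13, a difference of -7.62 points (exact permutation p = 0.4). Its shares at 0 h and 4 h, 21.3% and 20.7%, were above both hypostome shares, 4.76% and 8%, with overlapping intervals. The 0 of 13 barcodes at 12 h lowered the regenerating mean. In the clustering of barcodes with at least 200 genes, cluster 0 was left unnamed. It had 3 neuron markers at least 4-fold higher and 1 among its leading genes. It held 46.4% and 33.3% of the hypostome barcodes, 4.33% at 0 h, 2.44% at 4 h and 6.25% at 12 h. Its median count per barcode was 2.81 times that of the libraries it came from.

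**Figure D3:**
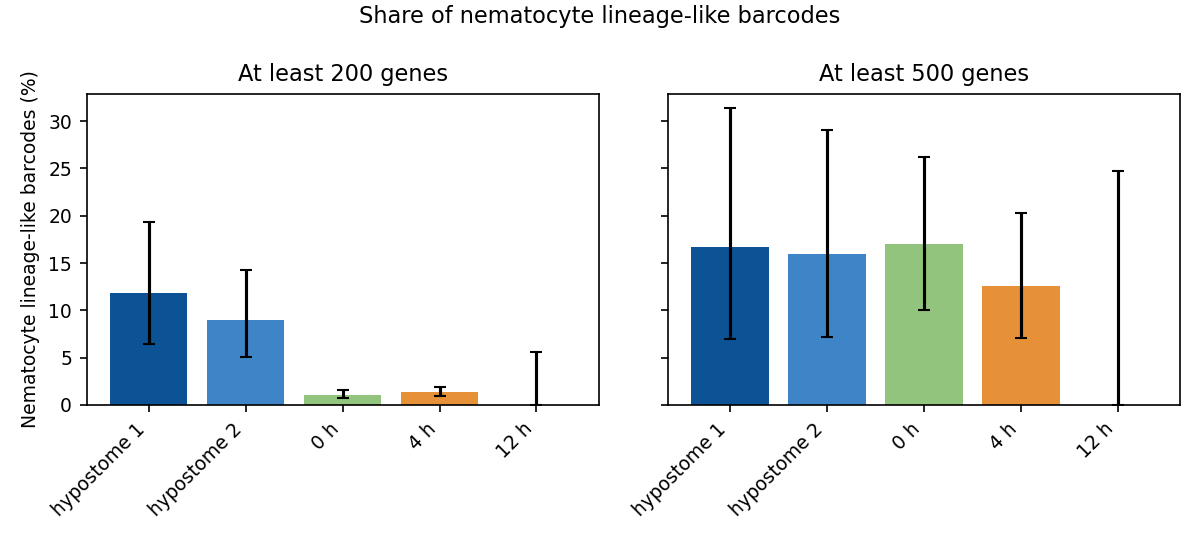
Percent of barcodes in the nematocyte lineage-like cluster in each library, for barcodes with at least 200 genes (left) and at least 500 genes (right), with exact 95% binomial intervals as error bars. The gap between hypostome and regenerating libraries on the left, 9.56 points, was 6.46 points on the right, where the intervals overlap and 12 h has 13 barcodes.

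Genes were compared between the hypostome and the regenerating tissue on summed counts. Of 3022 genes tested with edgeR, 0 passed an adjusted p of 0.05, 332 had an unadjusted p under 0.05, and the smallest adjusted p was 0.25. DESeq2 called 5 genes, with 4 higher and 1 lower in the hypostome, and limma called 0. The model with 1 term per time point moved the count most, to 314 genes, 257 of them higher in the hypostome, on 1 residual degree of freedom. In the model with 1 term per time point the spread comes from the hypostome pair alone, so its calls hold no spread among the regenerating libraries. Leaving out the 12 h library gave 180 genes, 108 higher and 72 lower. In 885 of the 3022 genes (29.3%, against 20% by chance) the tissues did not overlap, and the hypostome was above in 778 of these. The CPM values behind this overlap are scaled by library totals, without TMM, so the count of 778 carries that scaling. With library totals in place of TMM the median log2 fold change of all genes rose from 0.01 to 0.34.

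Of 72 entries that matched the candidate names, 13 could be tested, and 2 passed 0.05 adjusted over the list alone in edgeR, while 0 passed over all genes and 5 had an unadjusted p under 0.05. DESeq2 also passed 2 over the list alone and 0 over all genes. MSTRG.21511, described in the tables as KS1, a head-specific gene, was higher in the hypostome by a log2 fold change of 3.46 ± 0.60 (SE, edgeR, 2 against 3 libraries, adjusted p = 0.0164 adjusted over the list alone and adjusted p = 0.25 over all genes). MSTRG.21513, described as KS1-like, was higher by 3.86 ± 0.95 (SE, edgeR, adjusted p = 0.0448 over the list alone and 0.273 over all genes). Its values were 1266 and 1244 CPM in the hypostome libraries, 118 at 0 h, 68.1 at 4 h and 0 at 12 h, where a count of 3 would be 54.3. Both entries were higher in both hypostome libraries than in all 3 regenerating libraries. A further KS1 entry, Sc4wPfr_661.g19812, had 1756 and 1886 CPM in the hypostome, 261 at 0 h, 113 at 4 h and 0 at 12 h (log2 fold change 3.50, edgeR adjusted p = 0.0786 over the list alone). A KS1-like entry, Sc4wPfr_661.g19814, differed less: it had 212 and 195 CPM in the hypostome, 120 at 0 h, 37.7 at 4 h and 0 at 12 h (log2 fold change 1.49 ± 0.85 SE, edgeR adjusted p = 0.213 over the list alone), and without the 12 h library its log2 fold change was 1.00 (edgeR adjusted p = 0.211 over all genes). Without the 12 h library the log2 fold changes of MSTRG.21511, MSTRG.21513 and Sc4wPfr_661.g19812 were 3.17, 3.29 and 2.87, each with an adjusted p of 0.034 over all genes in edgeR. Over 16 alternatives the adjusted p of MSTRG.21511 over all genes ranged from 0.00101 to 1.00 and its log2 fold change from 2.96 to 5.61. The lowest adjusted p and the highest log2 fold change of this entry came from the model with 1 term per time point. In the hypostome libraries counts of KS1 and KS1-like entries also lay in the barcodes left out of the main comparisons. Their shares there were 1.11% and 0.787% of counts, against 0.347% and 0.355% in the barcodes used.

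The other tested candidates did not pass. A TCF entry, MSTRG.6358, had 285 and 238 CPM in the hypostome, 94.8 at 0 h, 61.7 at 4 h and 109 at 12 h (log2 fold change 1.29 ± 0.44 SE, edgeR adjusted p = 0.0911 over the list alone). A beta-catenin-like entry, MSTRG.26401, had a log2 fold change of 1.06 (edgeR adjusted p = 0.115 over the list alone). The log2 fold change of the Sp5 entry was 0.80 and that of the axin entry 1.499, with an adjusted p = 0.42 and an adjusted p = 0.112 over the list alone in edgeR. Those of c-Fos, Otx, dishevelled, thrombospondin and the beta-catenin entry MSTRG.6132 changed sign under at least 1 alternative, so no direction is given. Thrombospondin changed sign with all deposited barcodes alone, and passed over all genes without the 12 h library (log2 fold change 2.94, edgeR adjusted p = 0.0488, against 0.451 with all libraries and 0.0488 to 1.00 over its alternatives). Another 19 entries reached 20 CPM in a library but had too few counts for the edgeR filter, with at most 8 counts in a hypostome library and at most 4 at 12 h, so no comparison of them is given. They were the Wnt2 entry Sc4wPfr_1214.g29750, the Wnt3 entry Sc4wPfr_399.g28064, a beta-catenin entry (Sc4wPfr_177.g9412), frizzled 2 and 4 (Sc4wPfr_179.g7820, Sc4wPfr_834.1.g27891), brachyury (Sc4wPfr_547.1.g24952), goosecoid (MSTRG.23805), chordin (Sc4wPfr_811.1.g17345), an Otx entry (MSTRG.8233), an aristaless-related entry (Sc4wPfr_1357.1.g3228), a ZIC4-like entry (Sc4wPfr_237.2.g16165), 2 forkhead box A entries (Sc4wPfr_804.g24126, Sc4wPfr_106.g23571), 2 Jun or AP1 entries (Sc4wPfr_119.1.g1450, Sc4wPfr_68.g2328), a c-Fos entry (Sc4wPfr_677.g23720), 2 CREB entries (Sc4wPfr_475.1.g23428, Sc4wPfr_1479.g32585) and a KS1-like entry (Sc4wPfr_952.1.g9550). Their highest values lay between 21.7 and 72.4 CPM, and the remaining matched entries stayed below 20 CPM.

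Within clusters, cluster 1 alone had at least 20 barcodes in every library, with 28, 63, 777, 260 and 45. Of 447 genes tested with edgeR, 0 passed, and 33 had an unadjusted p under 0.05. The alternative that moved this count most, all deposited barcodes, called 49 genes of 1129 in a cluster of another clustering. Leaving out the 12 h library gave 5 genes.

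The 4 h library was compared with the 0 h library to describe early change. Of 5570 genes compared, 74 differed at least 4-fold, 47 higher and 27 lower at 4 h. The 2-fold threshold moved the count most, to 1184, with 113 higher and 1071 lower. The median log2 ratio of all genes was -0.63 with library totals and 0.09 with TMM factors, under which 84 genes were higher and 7 lower, and after thinning 32 were higher and 39 lower. With at least 20 counts 82 were higher and 159 lower. Without MSTRG.22171, an alternative chosen after seeing the data, 63 were higher and 12 lower, and the median log2 ratio was -0.197. The balance of directions thus depended on the scaling, the depth, the limits and this entry. Its larger share at 4 h lowers the CPM of all other entries there, which enlarges the folds printed below as lower at 4 h. Among the named genes, MSTRG.18883, a hypothetical protein, was 34.3-fold higher at 4 h (interval 13.2 to 127). A rhamnose-binding lectin-like gene, Sc4wPfr_270.1.g19689, was 33.7-fold higher (14.3 to 105), and a multiple EGF-like domains gene, Sc4wPfr_14.g1771, 31.2-fold (17.8 to 60.8). A Kunitz domain gene, Sc4wPfr_178.g10682, had 150 counts at 4 h and 0 at 0 h, at least 27.9-fold higher. A chitinase gene, Sc4wPfr_788.g26562, had 144 counts at 4 h and 2 at 0 h, a ratio of 40.2 (10.9 to 335) from the raw counts and of 26.8 with 2 raised to 3, by which it was ranked. These genes had 0 counts in the used barcodes of both hypostome libraries. In barcodes with at least 500 genes each had 0 counts at 0 h, so no ratio can be given there beyond a lower bound. Lower at 4 h were a glucosidase gene, Sc4wPfr_177.1.g6182, by 19.99-fold (11.3 to 38.4), a caspase 3-like gene, Sc4wPfr_6.1.g667, by 9.36-fold (4.53 to 21.7), and 3 zinc metalloprotease genes. Of these, Sc4wPfr_177.1.g6228 was 9.28-fold lower (7.76 to 11.2), Sc4wPfr_262.2.g17796 8.50-fold (5.99 to 12.3) and Sc4wPfr_39.g20547 7.91-fold (4.18 to 16.3). No replicate check of these ratios was possible.

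In the 12 h library 3087 genes could be compared with 0 h, and 321 differed at least 4-fold, 143 higher and 178 lower. The balance of directions depended on the count minimum, with 49 higher and 178 lower at a minimum of 100 counts and 531 higher and 178 lower at a minimum of 20. The number of lower genes could not change with these minimums, because 3 counts at 12 h equal 54.3 CPM. A gene less than 4-fold above that floor at 0 h could not be called lower. With all deposited barcodes the count was 3094 of 5299, the alternative that moved it most. Of the 143 higher genes, 36 were reverse transcriptase or transposon entries, and of the 178 lower, 66 had 0 counts at 12 h. The named higher genes were all endonuclease and reverse transcriptase entries. Sc4wPfr_523.g16365 was 399-fold higher (interval 177 to 1114) and Sc4wPfr_618.g14843 302-fold (123 to 965). Sc4wPfr_719.g8292, Sc4wPfr_247.g24189 and Sc4wPfr_1400.g6669 were each 295-fold higher (137 to 757), and the first and last of these had identical counts in every barcode. Among the lower genes, a ferritin-like gene, MSTRG.7315, was at least 43.1-fold lower, a cathepsin L1-like gene, MSTRG.9153, at least 37.7-fold, and MSTRG.21978, named zebra, at least 27.1-fold. A chymotrypsinogen B-like gene, Sc4wPfr_41.g30759, was 41.9-fold lower (16.4 to 154). The uncharacterized Sc4wPfr_132.g22659 had 1 count at 12 h, a ratio of 76.6 (13.7 to 3026) in favour of 0 h from the raw counts and of 25.5 with 1 raised to 3, by which it was ranked.

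The distance of each regenerating library to the hypostome libraries was computed to ask whether later time points lie nearer. Over 5528 genes, with every library thinned to the same total, the hypostome libraries differed by 1.67 (root mean square log2 difference). With no thinning they differed by 1.03, so counting error at the thinned depth makes up part of the 1.67 and of the distances below. The mean distance to the hypostome libraries was 1.81 ± 0.09 (SD of 2 distances) for the 0 h library, 1.98 ± 0.08 for 4 h and 2.74 ± 0.07 for 12 h. The order of the 3 libraries was the same under the 6 alternatives. MSTRG.22171 takes a larger part of the 4 h total, and without it the 0 h and 4 h distances were 1.87 ± 0.07 and 1.92 ± 0.07. The SD reflects an offset between the hypostome libraries that both time points share, so it does not measure this gap. To hypostome 1 the distances were 1.91 at 0 h and 1.97 at 4 h, and to hypostome 2 they were 1.82 and 1.87. The 12 h distance exceeded that between the hypostome libraries by 1.07, and all deposited barcodes moved this most, to 1.90. With TMM factors the 0 h and 4 h distances were 1.75 ± 0.08 and 1.99 ± 0.07. The gap between 0 h and 4 h thus narrowed without MSTRG.22171 and widened with TMM factors. The 12 h library lay farthest in each setting.

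**Figure D4:**
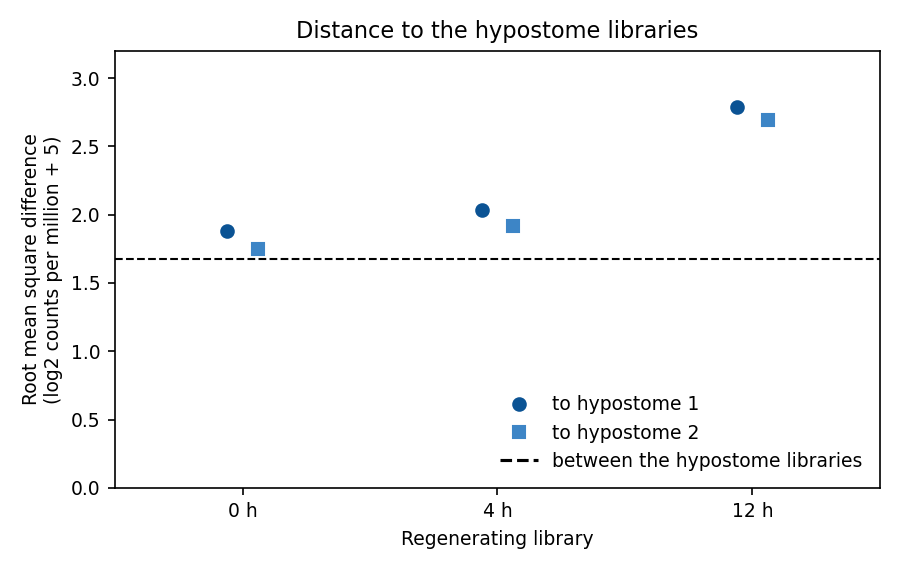
Root mean square difference of log2 CPM (with 5 added) between each regenerating library and hypostome 1 (circles) or hypostome 2 (squares), after thinning to 55274 counts. The dashed line is the distance between the hypostome libraries, 1.67, and all points lie above it, with 12 h the farthest. Counting error at this depth is part of every distance, the dashed line included.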

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

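All tests in this part were chosen after the results were seen.

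In the 12 h library, the barcodes with under 200 genes held 21.2% of their counts in reverse transcriptase and transposon entries. The main comparisons left these barcodes out, and the alternatives with all deposited barcodes used them. This share lay far above the limit that a count of 0 allows. It was also above the 0.687% to 0.768% in such barcodes of the hypostome and 0 h libraries and 0.711% at 4 h. The library stood apart in other ways as well. Over all barcodes, across the 4685 genes with a mean of at least 20 CPM, its highest correlation of log2 CPM with another library was 0.158, while the lowest among the other 4 libraries was 0.855. Across all 46156 entries, most of them low or at 0, its correlation with the 0 h library was 0.528. Genes are not independent replicates, so these correlations describe the libraries only.

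Several technical explanations were argued against. Over all barcodes the 12 h library held 935357 counts, more than the 362790 and 833107 of the hypostome libraries. Lower depth therefore could not have set it apart. At equal depth its highest correlation with another library was 0.135, against at least 0.836 among the others. Without the repeated elements, MSTRG.13915 and MSTRG.22171 it was 0.211, against at least 0.807. Names shifted against the counts were excluded for offsets of up to 3000 entries, where the highest correlation with the 0 h library over all entries was 0.175, below the 0.528 with no offset.

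Most other explanations stay open. At equal depth 5344 entries were detected at 12 h in no other library, against at most 1051 in any other, which is consistent with fragments from across the genome, such as genomic DNA or unspliced RNA. Free RNA in place of cells cannot be told apart from a change in cells: barcodes with at least 500 genes also held a raised share of repeated elements, 9.69%, but there were only 13 of them. Other material under this label cannot be told apart either, since the correlation of 0.158 has no replicate at 12 h to set it against. Loss of 1 cell class alone would not lower the markers of another class. Markers with a count at 0 h or 12 h were compared by their log2 ratio of 12 h over 0 h, after adding 3 CPM. The median was -2.26 for the 21 ectodermal and -2.04 for the 24 endodermal epithelial markers, of which 4 and 3 were higher at 12 h. These values argue against loss of 1 class alone, for the epithelial markers. The medians were -0.737 for the nematocyte lineage, with 2 of 22 markers higher, -0.463 for interstitial cells and -0.424 for gland cells. For neurons the median was -0.311, and 25 of 58 markers were higher at 12 h. Low markers make these medians small once 3 CPM is added, while sums follow the most abundant markers. Summed marker CPM was lower at 12 h in every class. The fall was 56.0-fold for ectodermal and 14.9-fold for endodermal epithelial markers and 10.2-fold for the nematocyte lineage. For gland cells it was 5.22-fold, for interstitial cells 2.49-fold and for neurons 1.31-fold. Loss of more than 1 class cannot be told apart from a wider change. A change during regeneration also stays open and untested, since time point and library are the same thing here.

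KS1 and KS1-like entries together, called KS1 here, held 1.11% of the counts in hypostome 1 barcodes with under 200 genes. They held 0.787% in those of hypostome 2. Both shares lie above the limit that a count of 0 allows. The main comparisons left these barcodes out, and the alternatives with all deposited barcodes used them. The share in such barcodes was 0.0589% at 0 h, 0.0197% at 4 h and 0.00409% at 12 h. Free RNA from broken cells may account for where these counts lie: after thinning to 100 counts, the variance of KS1 counts between these barcodes was at most 1.30 times that of random draws, against 2.29 and 2.80 in barcodes with at least 200 genes, and 66.3% of these hypostome 1 barcodes had a KS1 count. Whether free RNA also bears on the gap between the tissues was not tested. A tissue difference, a difference between dissociations, and differences between the libraries stay open and untested.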

How the results depend on the processing

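The alternatives without MSTRG.22171, with identical entries counted once, without reverse transcriptase and transposon entries, with at least 1000 counts, leaving out libraries among barcodes with at least 500 genes and, for distances, with all barcodes or TMM factors were chosen after seeing the data. The others were fixed before the data were examined.

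The count of 0 genes between the tissues (edgeR, 332 at an unadjusted p under 0.05) stayed at 0 with the filter of 20 CPM, thinning, all barcodes, at least 500 genes, limma, and both changes to the entries. It became 5 with DESeq2, 5 with library totals, 10 with no filter and 314 with 1 term per time point. Leaving out each library gave 0 to 180, the highest without the 12 h library. In simulated data with all 5 libraries edgeR made calls. Every simulated gene had the same spread between libraries, and the changes were 8-fold. Whether the number of libraries explains the count of 0 with all libraries therefore cannot be decided by that simulation. In simulated data without the 12 h library edgeR recovered 0 of 200 changed genes. The spread in that simulation was estimated with the 12 h library included, and the measured counts without that library gave 180 genes. The simulation therefore does not represent that fit. How many changes could be found after leaving out a library is not known, so a count of 0 there cannot be read as no difference. Within cluster 1 the count of 0 (edgeR, 33 at an unadjusted p under 0.05) became 3 with thinning, 49 in another clustering of all barcodes, and 0 to 5 when leaving out each library, the highest without 12 h. With at least 500 genes it was not run, since no cluster had 20 barcodes in every library. The candidates passing over the list alone numbered 2 with DESeq2 and 8 with 1 term per time point. The spread in the model with 1 term per time point is that of the hypostome pair alone. The causes were not tested.

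The 74 genes at 4 h (47 higher) became 38 with at least 100 counts, 241 with at least 20 counts, 36 with at least 500 genes and 1184 at 2-fold (113 higher). The 321 genes at 12 h became 709 with at least 20 counts, 3094 with all barcodes, 99 with at least 500 genes, 81 after thinning and 910 at 2-fold. Of the 709, 531 were higher, while with at least 100 counts 49 of 227 were. Fewer genes were compared with a higher minimum or after thinning, and more with a lower one. For the other settings the cause was not tested. Of 80 log2 ratios of named genes under alternatives, 24 left the interval of the reported ratio and 0 of the 80 changed sign. The 24 include the 5 genes higher at 4 h among barcodes with at least 500 genes, where 0 h had 0 counts and the values are lower bounds set by depth. They also include the 5 named genes lower at 12 h in such barcodes, where the 12 h library held 23244 counts. Of these, MSTRG.7315, MSTRG.9153 and MSTRG.21978 had 0 counts at 12 h. Their log2 ratios there, -3.32, -3.08 and -1.54, are bounds set by depth as well.

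The difference in nematocyte lineage-like share stayed positive, from 6.46 to 15.998 percentage points with all libraries. Without each library it ranged from 8.12 to 11.006 among barcodes with at least 200 genes and from 1.52 to 10.03 among those with at least 500, the lowest without the 12 h library, where 0 of 13 barcodes had held the mean down. No setting could give a p under 0.05.

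The distance beyond that between the hypostome libraries kept its sign throughout. It moved by more than 1 SD for 0 h with a mean of 100 CPM (0.277). For 4 h it moved with no thinning (0.199), 1 added (0.49), a mean of 100 (0.418) and TMM factors (0.397). For 12 h it moved with no thinning (1.56), 1 added (1.43), a mean of 100 (1.84) and all barcodes (1.90). The cause was not tested.

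Of 188 log2 fold changes of candidates under alternatives, 165 kept their direction and side of the threshold, 8 passed it and 15 changed sign. Thrombospondin (MSTRG.20294) became -0.78 with all barcodes, and was above 0 in the other settings that tested it, 2.94 without 12 h. The c-Fos entry became 0.041 with library totals, 0.41 with all barcodes, 0.50 with at least 500 genes, 0.26 with limma, and -0.76 to 0.041 when libraries were left out, the highest without 4 h. Dishevelled became -0.062 with no filter. Otx became 2.27 with 1 term per time point, 0.73 with all barcodes and 1.07 with limma. The beta-catenin entry MSTRG.6132 became -0.10 with no filter, -0.15 with all barcodes, -0.088 with at least 500 genes, and -0.30 to 0.61 when libraries were left out, below 0 without hypostome 2 or 12 h. The cause was not tested. Median counts and genes per barcode fell with all barcodes and rose with at least 500 genes in every library, by construction.

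Depth limits the 12 h library most: 3 counts there equal 54.3 CPM, against 2.15 at 0 h and 1.20 at 4 h.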

Other observations

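All tests in this part were chosen after the results were seen.

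In the hypostome, 0 h and 4 h libraries, barcodes with under 500 genes looked alike in their most abundant entries. The measure used entries with a mean of at least 0.5 counts per barcode, which numbered 27 to 48 per library here. After thinning to 200 counts, the variance between these barcodes was divided by that of random draws from 1 pool. The highest of the 4 median ratios was 1.24, and the means over genes were 1.498 to 2.499. Barcodes with at least 500 genes gave median ratios of 1.41 and 1.70 in the hypostome, 1.23 at 0 h and 1.44 at 4 h. Free RNA and cells of similar content cannot be told apart by this measure, since the deep barcodes at 0 h were as alike as the shallow ones of the hypostome. In the 12 h library the ratio was 3.17 for barcodes under 500 genes and 1.30 for those with at least 500. The higher value argues against a single mixed pool with each molecule counted once. There the repeated element Sc4wPfr_239.g21080 had a count in 38.2% of barcodes, with a mean of 5.72 where present, while random draws would reach 85.8%. Copies of the same molecule counted more than once were not tested. No biological explanation was tested.

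The entry MSTRG.22171 held 42.3% of the 4 h counts in barcodes with under 500 genes and 9.52% in those with at least 500. The lower share in deep barcodes is consistent with free RNA. Why it was higher at 4 h than in the other libraries was not tested, and a change after cutting stays open.

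The RFamide neuropeptide gene MSTRG.19311, chosen after its values were seen, had 3677 CPM over all barcodes in hypostome 1 and 278 in hypostome 2, a ratio of 13.2. A few barcodes may carry this gap, since 5 barcodes held 85.7% of the hypostome 1 counts. Leaving out the 5 highest barcodes of each library gave a ratio of 3.54. Among barcodes with at least 500 genes, the neuron-like cluster, which this gene led, held 7 of 42 in hypostome 1 and 4 of 50 in hypostome 2. The intervals of these shares overlap. Whether the number of neurons caught accounts for the gap was not tested.

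The 5 genes named as higher at 4 h were low in the other libraries. Over all barcodes they had at most 17 counts at 0 h, at most 3 in both hypostome libraries together and at most 2 at 12 h. A few barcodes were not the source, since at most 25.5% of the counts of any of them lay in 5 barcodes. Their level was lower in barcodes with at least 500 genes, by a median ratio of 0.323, which is consistent with free RNA as for MSTRG.22171. MSTRG.18883 had 10.6 CPM there against 116 in the other barcodes, while the chitinase gene had 65.5 against 54.5. Free RNA would leave open why these transcripts were in the 4 h library. A response to the cut, different animals, or material present in this library alone stay open and untested, because 4 h has 1 library.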
